A study of Homo sapiens with 12 samples. Its data were reported in "Decoding non-canonical mRNA decay by the endoplasmic-reticulum stress sensor IRE1α" (2021).

How the data were processed

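Gene expression was measured by RNA sequencing in MDA-MB-231 cells, a human triple-negative breast cancer line that the labels spell MDA-MD-231. Wild-type (WT) cells and cells whose ERN1 gene had been disrupted with CRISPR/Cas9 and a pair of guide RNAs (IRE1α KO) were treated for 8 h with 100 nM thapsigargin (Tg) or with its solvent DMSO. Tg blocks the calcium pump of the endoplasmic reticulum (ER) and causes misfolded protein to build up there. ERN1 encodes IRE1α, an ER membrane sensor whose cytosolic RNase splices XBP1 mRNA and cleaves other mRNAs, an activity known as regulated IRE1-dependent decay (RIDD). Each of the 4 groups (WT DMSO, WT Tg, KO DMSO, KO Tg) held 3 libraries, which the labels call biological replicates and the paper describes as independent experiments. P-values of single genes measure the spread between these replicates of this cell line. Those of the main gene list test and of a permutation test compare genes with other genes.

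Libraries were made from total RNA with a TruSeq RNA kit (version v2), which does not mark the strand, and were read from a single end over 50 bases. Per the labels, the authors aligned reads with GSNAP to GRCh38. The deposited table holds raw counts per gene (unit: counts), keyed by Entrez gene ID, with a companion table that pairs each ID with a symbol. The counting program, the annotation release, the strand setting and the treatment of reads that map to several places are not given in the sources used here. For that reason, counts of overlapping, antisense or closely related genes are uncertain: RNASE4 overlaps ANG, PAPPA overlaps PAPPA-AS1, PRICKLE2 overlaps PRICKLE2-AS1, KRT34 had nearly the same counts as the locus LOC100653049, and HSPA1A and HSPA1B are near-identical paralogs. Whether the nascent-RNA measurements that the study also used would change a result could not be examined, since they are not part of this series.

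The table held 30727 genes, of which 7590 had 0 counts in all 12 libraries and 135 had no symbol (0.0143% of counts). Of the Entrez IDs, 27814 were found in the RefSeq gene table, among them 13426 of the 13781 genes tested. GENCODE v29 gave a GRCh38 position for 13139 of the tested genes, and positions below are from it. Total counts per library ranged from 18762085 (KO Tg replicate 1) to 51986762 (KO DMSO replicate 1). Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules. Where all libraries of a group were at 0, the floor was 3 counts over the group, and the fold is a lower bound against that floor. With 1 to 3 counts in a group, the ratio is given with its 95% counting interval.

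Genes at more than 1 CPM (the usual scaling of counts to library size) in at least 3 libraries were tested. The study states this threshold for a dataset that joined its nascent and total RNA libraries, while here it was applied to the 12 RNA libraries alone. Library sizes were scaled by trimmed mean of M values (TMM, factors between 0.948 and 1.033). The 12 libraries were fitted together with 1 mean per group in edgeR 4.0.16 (R 4.3.3), with robust dispersion, and contrasts were tested with edgeR's quasi-likelihood F test. P-values were adjusted with Benjamini-Hochberg over all genes tested in a contrast, and a gene was called at an adjusted p under 0.05. There were 4 contrasts: Tg against DMSO in WT, Tg against DMSO in KO, the difference between these effects (WT minus KO, the interaction, negative where a gene fell more or rose less in WT), and KO against WT in DMSO. CPM values are TMM-scaled and given as mean ± SD (n = 3), and fold changes are on the log2 scale. Of the genes named as called, all 3 libraries of one group lay beyond all 3 of the other for 139 of 139 in WT, 140 of 142 in KO and 129 of 129 in KO against WT. For the interaction, the 3 Tg effects of WT lay beyond the 3 of KO for 119 of 120. The labels pair no Tg library with a DMSO library, so these effects per replicate are descriptive only. All these counts of separated genes follow largely from the naming rule given below. It asked some genes for no overlap between replicates and picked others by the smallest adjusted p, so they are no check on the calls.

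Decay candidates were picked at the RNA thresholds the study states: adjusted p at most 0.05 for the Tg effect in WT, a log2 fold change in KO at least 0.5 above that in WT, and an average expression of at least 1, taken here as mean log2 CPM. Protein-coding status came from the reference annotation. Gene lists were tested with camera (limma 3.58.1), with the correlation between genes preset at 0.01, Benjamini-Hochberg adjustment over the 32 lists with at least 3 tested genes, and calls at 0.05. The lists were the study's RIDD panel, its RIDDLE panel (mRNAs decayed without the stem-loop motif), its contrast genes, further proteins to which it lists antibodies (further targets), and RIDD substrates reported earlier. For the stress response they were XBP1s-linked, ATF6-linked and PERK-ATF4-CHOP genes, aminoacyl-tRNA synthetases, ER-associated degradation (ERAD), N-linked glycosylation, ER translocation, ER-Golgi transport, cholesterol and fatty acid synthesis, heat shock, apoptosis, autophagy, inflammatory, interferon-stimulated and immediate early genes. Cell state was covered by S phase, G2 and M phase, matrix, hypoxia, GPI-anchor, BORC and BLOC-1 and ribosomal protein genes. Mitochondrially encoded genes and histone genes served as signs of RNA quality, and leukocyte, luminal, mesenchymal and endothelial or fibroblast genes as cell type markers.

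The contrasts, the tests, the lists and the rule for naming genes were fixed before the data were examined. The rule named ERN1, every member of the study's panels except 1 not reported here, the 10 highest and 10 lowest fold changes among called genes with a group mean of at least 5 CPM and no overlap between replicates (for the interaction, also called in WT), and up to 4 members of each list with the smallest adjusted p. Symbols of the LOC, MIR or SNOR type were passed over. The procedure was tested on simulated counts of 13565 fitted genes. For the Tg effect in WT it recovered 81 of 100 genes changed by 1.4-fold and 98 of 100 changed by 2-fold, with 15 false calls. For the interaction it recovered 72 of 100 and 95 of 100, with 10 false calls. In the contrasts without simulated change there was 1 false call for the Tg effect in KO and 1 for KO against WT. Only these genes were changed, in WT Tg alone and as many up as down. In the data far more genes were called, so these rates may not carry over to them.

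Alternatives were DESeq2 1.42.0 (Wald test), limma voomWithQualityWeights, DESeq2 size factors in edgeR, library size without a composition factor, no low-count filter, edgeR's filterByExpr, only the 6 libraries compared, fold thresholds of 1.4 and 2, camera with an estimated correlation, fry, and leaving out each library in turn. The labels number the libraries in 1 running series, with no number shared between groups. The replicate numbers used here follow the order of deposit, and a fit with them as a replicate block was added after the data were seen, as were list tests without members shared with another list. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.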

Results

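RNA levels were measured in 12 libraries of MDA-MB-231 cells, 3 each from WT cells in DMSO, WT cells in Tg, IRE1α KO cells in DMSO and IRE1α KO cells in Tg. The libraries held 32200339 to 49444006 counts in WT, 36945837 to 51986762 in KO DMSO, and 18762085, 39399897 and 38449851 in the 3 KO Tg replicates. Of the variance between libraries, 48.1% lay along a first principal component that separated Tg from DMSO, and 43.3% along a second that separated KO from WT. HSPA5, which encodes the ER chaperone BiP (Entrez 3309, chromosome 9, 125234853 to 125241330 in GRCh38), took 2.02% to 2.06% of all counts in WT Tg libraries and 1.37% to 1.46% in KO Tg libraries, against 0.046% to 0.070% in DMSO.

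The first comparison asked how WT cells respond to 8 h of Tg. HSPA5 went from 658 ± 16.0 CPM in DMSO to 21510 ± 144 in Tg (mean ± SD, n = 3), a log2 fold change of 5.03 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.713e-28, higher in 3 of 3 Tg libraries). GDF15, a stress-induced secreted factor, rose by 5.37 and CXCL8, the chemokine interleukin-8, by 4.81, followed by KRT34 (4.57), LAMP3 (4.45), DERL3 (4.44), HID1 (4.10), HERPUD1 (4.02), TRIB3 (3.97) and ADM2 (3.95). At the other end, the transcription factor ATOH8 fell by 3.07, WT1 by 2.76, the neurotrophin receptor NGFR by 2.73 and METTL7A by 2.68, with APLN (−2.47), E2F2 (−2.46), NES (−2.36), BCAM (−2.34), FAM111B (−2.31) and BMP4 (−2.29) next. ERN1 itself (Entrez 2081, chromosome 17, 64039142 to 64130819) rose from 15.7 ± 1.30 to 58.3 ± 0.69 CPM.

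All 3 branches of the unfolded protein response moved together in WT. Counts of list members below are over all genes tested, and the counts adjusted over the list alone were the same unless given. Of 30 XBP1s-linked ER genes, 30 rose (median 1.12), with HYOU1 at 3.67, DNAJB9 at 3.51, DNAJB11 at 2.82 and SEC24D at 2.43 (camera adjusted p = 3.337e-60). All 17 ATF6-linked chaperones rose (median 2.74, adjusted p = 2.072e-125), among them the disulfide isomerase PDIA4 at 2.74. In the PERK-ATF4-CHOP list 27 of 28 rose and 1 fell (median 1.69, adjusted p = 2.795e-53), with ASNS at 2.51, CTH at 3.47 and DDIT3, the gene for CHOP, at 3.26, and 16 of 20 tRNA synthetase genes rose with them (median 0.83, WARS 2.23, AARS 1.80, adjusted p = 4.552e-16).

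The secretory pathway followed. ERAD genes rose in 20 of 25 cases (median 0.73, SEL1L 2.93, SYVN1 2.40, adjusted p = 1.363e-28), ER-Golgi transport genes in 39 of 41 (median 0.73, SEC23B 1.36, USO1 1.45, COPA 1.17, adjusted p = 1.156e-22), ER translocation genes in 20 of 26 (median 0.74, SEC11C 1.80, HSPA13 1.51, adjusted p = 3.299e-11) and N-linked glycosylation genes in 23 of 33 (median 0.41, GFPT1 2.57, MAGT1 1.39, adjusted p = 1.828e-08). Fewer members fell: 2 ERAD, 2 ER-Golgi, 2 ER translocation and 5 N-linked glycosylation genes. Cholesterol genes rose in 16 of 25 cases and fell in 4 (median 0.42, STARD4 2.13, MSMO1 0.88, adjusted p = 0.0006146). Inflammatory genes rose in 17 of 19 (1 fell, median 1.47, IL1A 3.86, PTGS2 3.77, IL6 3.50, adjusted p = 2.998e-11) and immediate early genes in 14 of 18 (15 adjusted over the list alone, 2 fell, median 0.87, NR4A2 2.42, KLF4 2.05, adjusted p = 6.326e-06). Autophagy genes were up in 13 and down in 9 of 26, led by WIPI1 (2.52) and MAP1LC3B (1.88), with a camera adjusted p of 0.0264 that became adjusted p = 0.0809 with an estimated correlation.

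Proliferation and cytosolic folding genes fell. Of 26 S phase genes 24 fell and 1 rose (median −0.71, adjusted p = 7.717e-17), with UHRF1 at −1.49, MCM3 at −1.28, MCM4 at −1.22 and PCNA at −1.09. Of 26 G2 and M phase genes 24 fell and 1 rose (median −0.36, KIF20A −0.96, adjusted p = 4.623e-05, but adjusted p = 0.145 with an estimated correlation). Heat shock genes fell in 14 of 16 cases (median −0.41, adjusted p = 0.0007008), with the constitutive chaperone HSPA8 at −1.12.

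In all, 4799 genes rose and 4846 fell in WT of the 13781 tested (69.99%), 657 and 522 of them by at least 2-fold. With library size in place of TMM, the median of all genes shifted to −0.12 and the share of called genes that rose went from 49.8% to 35.0%, so that calls at small fold changes hold relative to this scaling.

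**Figure D1:**
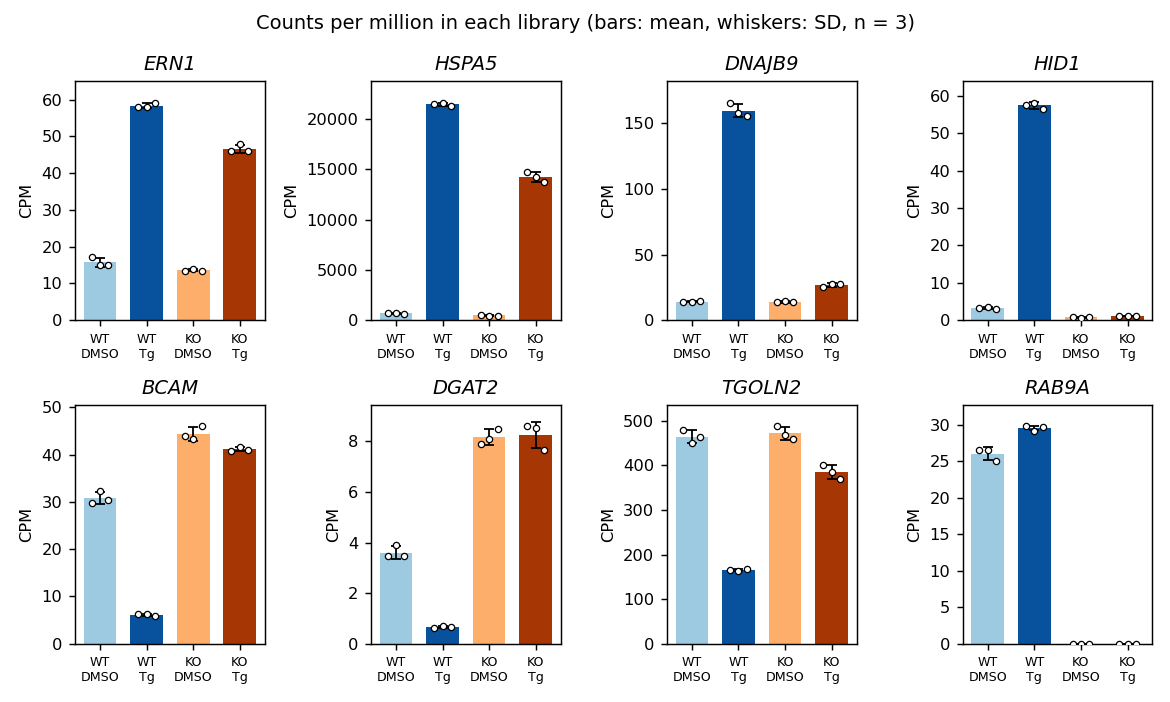
TMM-scaled CPM of 8 genes in each of the 12 libraries (points), with the group mean as a bar and the SD as a whisker (n = 3). HSPA5 rose in both genotypes, DNAJB9 and HID1 rose mainly in WT, BCAM, DGAT2 and TGOLN2 fell mainly in WT, and RAB9A had next to no counts in KO.

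The same treatment was then examined in cells without IRE1α, to see which responses occur without the sensor. HSPA5 rose by 4.98, from 452 ± 11.9 to 14270 ± 520 CPM (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 5.627e-28, higher in 3 of 3 Tg libraries). GDF15 rose by 7.34, from 0.265 ± 0.077 to 42.3 ± 3.26 CPM, and ESRP1, an epithelial splicing regulator, by 7.15, from 0.047 ± 0.028 to 7.01 ± 0.41 CPM. LAMP3 (5.24), CXCL8 (4.56), the lactate transporter SLC16A1 (4.33), TRIB3 (4.26), ADM2 (4.11), LURAP1L (4.07) and KRT34 (3.98) completed the highest 10. The lowest were NGFR (−3.51), E2F2 (−2.94), APLN (−2.56), the tight junction gene CLDN2 (−2.53), WNT7B (−2.43), EDN1 (−2.36), FAM111B (−2.32), FBLN1 (−2.15), LINC00704 (−2.09) and PTGES (−2.09).

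In KO the ATF6-linked, PERK-ATF4-CHOP and tRNA synthetase lists passed their tests, and the ER translocation and N-linked glycosylation lists did not. All 17 ATF6-linked chaperones rose (median 2.34, adjusted p = 1.116e-104), with HSP90B1 at 2.86 and HYOU1 at 3.04. PERK-ATF4-CHOP genes rose in 27 of 28 cases (median 1.89, DDIT3 3.49, ASNS 2.60, CEBPG 2.08, adjusted p = 3.066e-74) and tRNA synthetases in 13 of 20 (14 adjusted over the list alone, median 0.85, WARS 2.24, adjusted p = 8.775e-18). Of the XBP1s-linked genes, 21 rose and 4 fell, and the median was 0.29 (adjusted p = 1.961e-08). ERAD genes were up in 17 and down in 5 of 25 (median 0.21, adjusted p = 5.043e-08, HERPUD1 2.76, DERL3 3.01). ER translocation genes went both ways, 8 up and 9 down of 26 (median 0.03, adjusted p = 0.8211), as did N-linked glycosylation genes, 16 up and 10 down of 33 (median 0.01, adjusted p = 0.182). ER-Golgi genes rose in 25 of 41 and fell in 3 (median 0.12, adjusted p = 0.0473, but adjusted p = 0.2222 with an estimated correlation). Cholesterol genes rose in 13 of 25 and fell in 6 without a list call (adjusted p = 0.2359), and 3 tRNA synthetase genes fell.

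S phase genes fell in 25 of 26 cases (median −0.96, MCM3 −1.50, RRM2 −1.20, adjusted p = 1.277e-27) and heat shock genes in 16 of 16 (median −0.71, HSPH1 −1.09, BAG3 −0.78, adjusted p = 4.048e-10). G2 and M phase genes fell in 24 of 26 (median −0.36, CCNA2 −0.62, adjusted p = 1.229e-05, but adjusted p = 0.2222 with an estimated correlation). Inflammatory genes rose in 15 of 19 (median 1.23, IL6 3.41, adjusted p = 9.570e-10, but adjusted p = 0.05039 with an estimated correlation) and immediate early genes in 14 of 18 (median 0.45, EGR1 1.72, adjusted p = 0.001154, but adjusted p = 0.1667 with an estimated correlation). Autophagy genes rose in 14 and fell in 9 of 26 (median 0.15, MAP1LC3B 2.27, ULK1 0.92, adjusted p = 0.004786).

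In KO, 4734 genes rose and 4854 fell (69.57% of those tested), 559 and 445 of them by at least 2-fold. Across the 13781 genes, which are not independent replicates, the Tg effects of the genotypes had a Pearson correlation of 0.869 and a Spearman correlation of 0.856, with a slope of KO on WT of 0.857. There were 3807 genes called up in both, against 1649 for independent calls, and 3885 called down in both, against 1707. Genes called in opposite directions numbered 135 (up in WT, down in KO) and 72 (down in WT, up in KO).

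**Figure D2:**
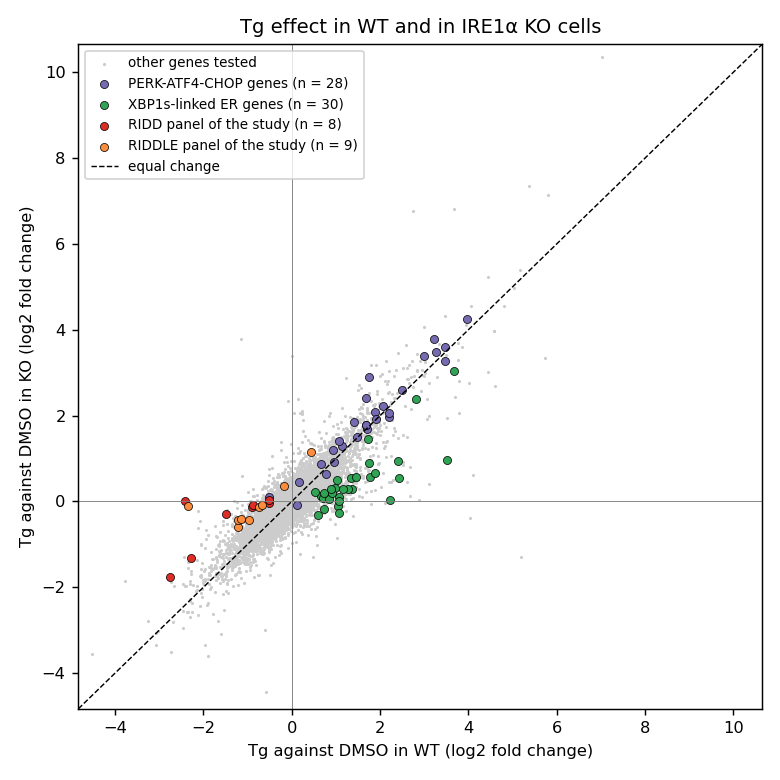
Log2 fold change of Tg against DMSO in WT (x axis) and in KO (y axis) for the 13781 genes tested (points), with a dashed line at equal change. PERK-ATF4-CHOP genes (28) lie near the line, XBP1s-linked ER genes (30) mostly below it, and the mRNAs of the study's RIDD (8) and RIDDLE (9) panels on its upper side, WT1 and BMP4 among those that fell in both genotypes.

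Which parts of the Tg response depend on the genotype was asked with the difference between the WT and KO effects. The number of KO clones is not stated, so loss of IRE1α cannot be told apart here from the history of a clone. DNAJB9, an ER co-chaperone, went from 14.02 ± 0.34 to 160 ± 5.29 CPM in WT and from 13.8 ± 0.41 to 26.6 ± 1.57 CPM in KO, a difference of 2.55 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.526e-16, the 3 WT effects above the 3 KO effects). HID1, a gene of dense-core vesicle formation (Entrez 283987, chromosome 17, 74950743 to 74973166), had the highest difference at 3.49, from 3.31 ± 0.30 to 57.5 ± 0.85 CPM in WT and from 0.696 ± 0.081 to 1.06 ± 0.11 in KO. Below it stood RNASE4 (2.84) and the overlapping ANG (2.55), PARM1 (2.72), the AMPylation enzyme gene FICD (2.19), COL1A2 (2.13), SEC24D (1.89), FOSB (1.88) and TSPYL2 (1.68). In the other direction, DGAT2, a triglyceride-synthesizing enzyme (Entrez 84649, chromosome 11, 75759512 to 75801535), fell from 3.60 ± 0.25 to 0.680 ± 0.039 CPM in WT and measured 8.17 ± 0.30 and 8.25 ± 0.52 CPM in KO, a difference of −2.42 (adjusted p = 3.182e-10, the 3 WT effects below the 3 KO effects).

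Among genes that rose less or fell more in WT, BCAM, a laminin-binding adhesion molecule (Entrez 4059, chromosome 19, 44809059 to 44821421), went from 30.8 ± 1.32 to 6.12 ± 0.21 CPM in WT and from 44.3 ± 1.4 to 41.1 ± 0.40 in KO, a difference of −2.23. TGOLN2, a protein of the trans-Golgi network (Entrez 10618, chromosome 2, 85318020 to 85328425), went from 465 ± 15.2 to 165 ± 1.79 CPM in WT and from 472 ± 14.1 to 386 ± 15.7 in KO, a difference of −1.20. The pro-apoptotic gene BMF (−1.72) fell in WT and rose in KO. SCN9A (−1.39), SH3BGR (−1.28), DDIT4 (−1.16) and SYNE1 (−1.15) rose in both genotypes, less so in WT. GDF15 had a difference of −1.98, yet its Tg level was higher in WT (68.4 ± 5.09 CPM) than in KO (42.3 ± 3.26), from a DMSO level of 1.62 ± 0.27 CPM in WT and 0.265 ± 0.077 in KO. CXCR4 (−1.89, adjusted p = 0.005677) had 0.227 ± 0.126 CPM in KO DMSO, and without KO Tg replicate 2 its difference was −1.48 with an adjusted p of 0.1055.

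The Tg effect on XBP1s-linked ER genes was higher in WT in 29 of 30 cases (30 adjusted over the list alone, median 0.87, camera adjusted p = 2.341e-128), with SYVN1 at 1.45 and SSR1 at 1.33. It was higher for ER-Golgi transport genes in 39 of 41 (1 in the other direction, 2 adjusted over the list alone, median 0.56, SEC23B 1.07, TMED9 0.96, TMED2 0.84, adjusted p = 4.113e-65), ER translocation genes in 19 of 26 (20, and 1 in the other direction, adjusted over the list alone, median 0.63, SEC61A1 1.15, SSR2 1.04, SSR3 0.91, adjusted p = 1.033e-43), ERAD genes in 19 of 25 (also 1 in the other direction adjusted over the list alone, median 0.38, HERPUD1 1.26, ERLEC1 1.04, adjusted p = 4.363e-40) and N-linked glycosylation genes in 18 of 33 (1 in the other direction, 24 and 2 adjusted over the list alone, median 0.23, GMPPB 1.404, ALG2 1.12, PGM3 0.96, adjusted p = 1.668e-19). Of the genes with a higher effect, 38 ER-Golgi, 18 ERAD and 17 N-linked glycosylation genes rose in WT. ATF6-linked chaperones were split, 11 higher and 2 lower of 17 (12 and 2 adjusted over the list alone, median 0.36, DNAJC3 1.23, CRELD2 1.11, adjusted p = 2.261e-15). The lists share members: DNAJC3, DNAJB11, HYOU1 and PDIA6 are both ATF6-linked and XBP1s-linked here, and 12 ER translocation, 6 ERAD, 4 ER-Golgi and 1 N-linked glycosylation genes are XBP1s-linked too. Without these genes, a test chosen after seeing the data, the 5 lists kept their calls, with medians of 0.36 (ATF6-linked), 0.33 (ER translocation), 0.21 (ERAD), 0.52 (ER-Golgi) and 0.23 (N-linked glycosylation) and adjusted p at most 9.583e-08. Cholesterol genes were higher in 13 of 25 (also 1 lower adjusted over the list alone, median 0.23, NSDHL 0.74, HMGCS1 0.65, MSMO1 0.52, adjusted p = 1.016e-06).

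S phase and heat shock lists, which fell in both genotypes, also differed. The Tg effect on S phase genes was higher in WT in 14 of 26 cases (median 0.18, FEN1 0.58, RRM2 0.52, adjusted p = 8.850e-07), and the replication licensing gene CDC6 rose in WT, from 151 ± 0.95 to 277 ± 4.63 CPM, and fell in KO, from 139 ± 3.71 to 104 ± 1.82 (difference 1.30). Heat shock genes differed the same way in 12 of 16 (13 adjusted over the list alone, median 0.22, HSPA1A 1.02, HSPA1B 0.90, adjusted p = 5.980e-09). PERK-ATF4-CHOP genes leaned to KO, with 13 of 28 lower and 2 higher in WT (15 and 3 adjusted over the list alone, median −0.15, VLDLR −0.73, ATF5 −0.63, SLC3A2 −0.32, adjusted p = 2.842e-05). Interferon-stimulated genes did too, 12 lower and 1 higher of 25 (median −0.23, IFIH1 −0.86, IRF9 −0.61, DDX58 −0.46, adjusted p = 9.656e-05, but adjusted p = 0.1611 with an estimated correlation), and 2 of the 12, AIM2 and OAS2, are also in the study's RIDDLE panel. RIDD substrates reported earlier in human or mouse had 5 lower and 3 higher of 16 (median −0.10, ERP44 0.57, adjusted p = 0.02745, but adjusted p = 0.3386 with an estimated correlation). Of the 5 lower, BLOC1S1, CD59 and DGAT2 are members of the study's RIDD panel, and without genes of the study's panels, a test chosen after seeing the data, the call was lost (3 higher and 2 lower of 12, adjusted p = 0.779).

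**Figure D3:**
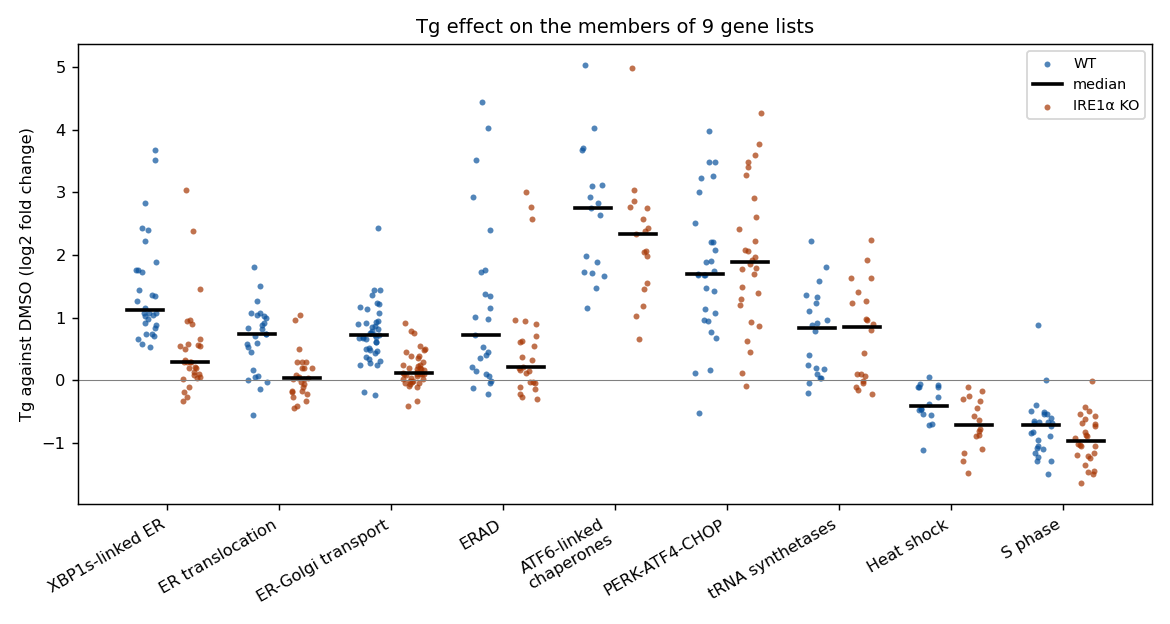
Log2 fold change of Tg against DMSO for each member of 9 gene lists (points, 1 per gene), in WT and in KO, with the list median as a black line. The XBP1s-linked median was 1.12 in WT and 0.29 in KO, and the ER translocation median 0.74 and 0.03, while the PERK-ATF4-CHOP medians were 1.69 and 1.89.

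The interaction was past the threshold for 3126 genes (22.68%), 1691 positive and 1435 negative, and for 103 and 56 at a difference of at least 2-fold. With library size in place of TMM, the share of positive calls went from 54.1% to 34.3%.

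The mRNAs that the study named as decay substrates were then followed gene by gene. The study drew on these same libraries to choose them, so their counts are not independent evidence of direction. In WT, 8 of 8 mRNAs of the RIDD panel fell (median −1.20, adjusted p = 1.368e-10). In KO, 5 of 8 fell (median −0.11), and the effect was lower in WT for 8 of 8 (median difference −0.87, adjusted p = 1.046e-25). Besides DGAT2 and TGOLN2, they included the complement inhibitor CD59 (−0.88 in WT, −0.09 in KO), BMP4 (−2.29 and −1.33), WT1 (−2.76 and −1.75), PIGQ (−0.52 and 0.04) and BLOC1S1 (−0.53 and −0.03). BLOC1S1, a subunit of complexes that position lysosomes, had a difference of −0.49 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.000489, the 3 WT effects below the 3 KO effects).

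The RIDDLE panel, again not independent evidence, fell in WT for 8 of 9 mRNAs and rose for MFAP2 (median −0.96, adjusted p = 0.0006165, but adjusted p = 0.0828 with an estimated correlation). The effect was lower in WT for 9 of 9 (median difference −0.62, adjusted p = 2.013e-14), with BCAM followed by OAS2 (−0.79), AIM2 (−0.74), MFAP2 (−0.70), SIX2 (−0.62), CFAP45 (−0.61), SNN (−0.58), CCDC69 (−0.55) and TNFAIP8L1 (−0.52). MFAP2 rose by 0.44 in WT and by 1.14 in KO, and CCDC69 fell by 0.18 in WT and rose by 0.37 in KO. The study also lists antibodies to 5 further proteins and describes immunoblots for several mRNAs of its screen, so the mRNAs of these proteins are not taken as independent evidence. Of these, 5 of 5 fell in WT (median −0.68, adjusted p = 0.03598, but adjusted p = 0.0854 with an estimated correlation) and 5 of 5 differed (median −0.65, adjusted p = 6.213e-07): TLR2 by −0.80, HIP1 by −0.75, ALDH1A3 by −0.65, GPC1 by −0.59 and SUOX by −0.52. SCARA3, a contrast gene that the study presents as lowered with or without IRE1α, fell by 1.71 in WT and by 1.66 in KO, a difference of −0.05 (adjusted p = 0.804). PRICKLE2, which the paper presents as lowered in its transcription through IRE1α, fell by 1.19 in WT and by 0.40 in KO. Its difference of −0.79 was past the threshold (adjusted p = 7.011e-07).

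**Figure D4:**
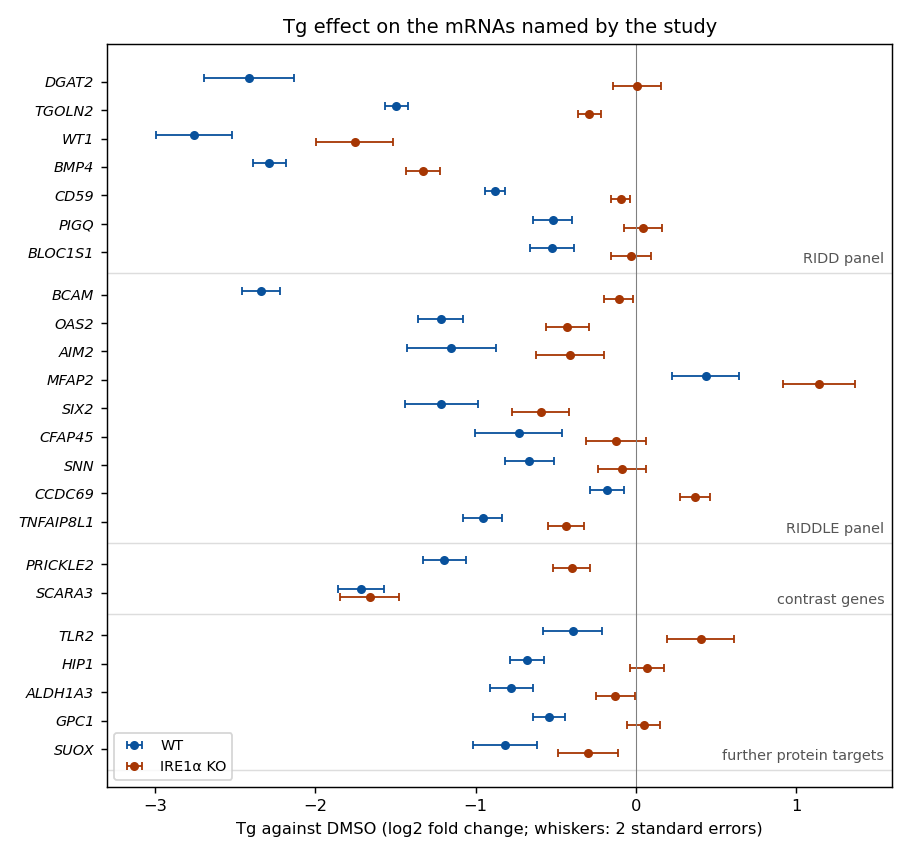
Log2 fold change of Tg against DMSO in WT and in KO for 23 mRNAs that the study named (whiskers, 2 standard errors). SCARA3 has overlapping values in the genotypes, while DGAT2, BCAM and TGOLN2 have the widest gaps.

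At the RNA thresholds of the study, without its nascent-RNA filter, 248 genes had a Tg effect in WT at least 0.5 below that in KO. Of these, 158 protein-coding genes fell in WT and 71 rose. Among the 158 that fell, 67 also fell in KO, 27 rose in KO and 64 were not called there, and 142 passed the interaction test. Of the 71 that rose, 65 passed it. RAB9A, which rose in WT and did not pass (interaction adjusted p = 0.3921), had 1 count over the 6 KO libraries. The 248 include 7 of the 8 RIDD mRNAs, all but BLOC1S1, whose difference was −0.49, and 9 of the 9 RIDDLE mRNAs, MFAP2 being among those that rose. As the study chose these mRNAs from the same libraries, their presence is not independent evidence. PRICKLE2, 1 of the 2 contrast genes, is also among the 158 that fell, so passing these thresholds does not mark an mRNA as decayed. Its counts are uncertain, as it overlaps PRICKLE2-AS1, which had nearly the same difference (−0.80). In the mirror direction, 349 genes rose in WT by at least 0.5 more than in KO, 329 of them protein-coding.

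The last comparison set KO against WT in DMSO, the baseline on which the Tg effects stand. ERN1 mRNA was 15.7 ± 1.30 CPM in WT and 13.6 ± 0.26 in KO (log2 −0.21, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.003663, lower in 3 of 3 KO libraries), and it rose with Tg in KO by 1.79. A count over the whole gene does not show a deletion between a pair of guides. The widest baseline differences were elsewhere. RAB9A, a small GTPase gene (Entrez 9367, chromosome X, 13689125 to 13710506), had 26.0 ± 0.89 CPM in WT and 0 counts in KO DMSO, at least 1141-fold lower. CDH11, a mesenchymal cadherin, was at least 513-fold lower and ATP10A at least 272-fold lower.

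RGS7 had 1 count in KO DMSO, 805-fold lower (95% counting interval 144 to 31840), and EMB had 1 count, 676-fold lower (120.9 to 26740). ARAP2 (−6.61), CXCR4 (−4.76), DMBT1 (−4.22), TSPYL5 (−4.13) and the nuclear pore gene NUP210 (−4.10) completed the lowest 10. The highest were NHSL2 (3.47), CACNA2D4 (3.37), HMGN5 (3.06), PIK3CG (3.04), PAPPA (2.87) and its antisense PAPPA-AS1 (2.74), GMFG (2.75), TLR4 (2.71), KCNJ15 (2.61) and PLXNA4 (2.61).

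Histone genes, fixed as a sign of RNA quality, were lower in KO in 6 of 7 cases (median −2.34, adjusted p = 6.455e-15), with the linker histone HIST1H1C at −3.24 (62.8 ± 6.84 and 6.66 ± 0.039 CPM), HIST1H2AC at −2.35, HIST1H2BD at −2.34 and HIST1H2BK at −2.25. With Tg the same list gave no call in WT (1 up, 3 down, adjusted p = 0.6424), in KO (1 up, 2 down, and 1 and 1 adjusted over the list alone, adjusted p = 0.99) or in the interaction (1 lower, 2 adjusted over the list alone, adjusted p = 0.3351). Whether RNA quality differed between the KO and WT libraries was not tested further, and the other baseline differences carry that reserve. Cholesterol genes were higher in KO in 17 of 25 cases and lower in 2 (median 0.29, adjusted p = 0.0001017), with SQLE at 1.54, HMGCS1 at 0.89 and LSS at −0.59. ATF6-linked chaperones were lower in 12 of 17 (13 adjusted over the list alone, median −0.25, P4HB −0.77, HSPA5 −0.54, HSP90B1 −0.42, adjusted p = 0.006665, but adjusted p = 0.1985 with an estimated correlation). Luminal epithelial markers were lower in 5 of 8 (median −0.48, ERBB3 −1.47, EPCAM −1.001, KRT18 −0.63, adjusted p = 0.0342, but adjusted p = 0.4029 with an estimated correlation), and mesenchymal markers were higher in 7 of 13 without a list call (VIM 0.66, ZEB1 0.64, adjusted p = 0.07796). XBP1s-linked genes gave no list call (6 higher, 12 lower, adjusted p = 0.6673).

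Expression also differed by chromosome arm. Of 41 arms with at least 30 tested genes, 22 had a median KO against WT difference that no random gene set of equal size reached in 1000 draws. Random sets do not keep neighbouring genes together, so passing them does not single out an arm. Of these arms, 8 also had a median of at least 0.15 in size that was within 0.1 in the Tg libraries. Lower in KO were 18p (−0.53), 21q (−0.45), 3q (−0.40), 18q (−0.39), Xp (−0.34) and 17q (−0.24), and higher were 14q (0.18) and Xq (0.18). With each arm divided by gene order into 2 equal parts, a test chosen after seeing the data, 18p, 21q, 3q and 18q had medians of at least 0.15 in size in both parts, and the others in 1 part only: Xp (−0.73 and −0.08), 17q (−0.11 and −0.39), Xq (0.13 and 0.23) and 14q (0.33 and 0.04). On 3q, 306 of 376 genes were lower and 14 higher. Arms were divided at the widest stretch without an annotated gene, an approximation of the centromere, and chromosomes 13, 14, 15, 21 and 22 were kept whole.

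**Figure D5:**
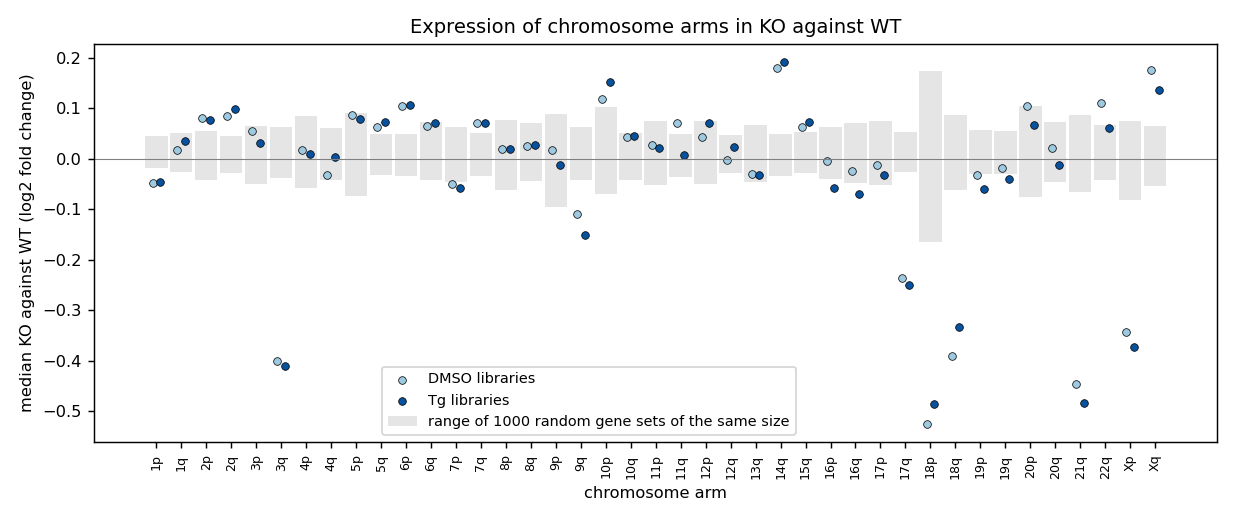
Median log2 fold change of KO against WT over the tested genes of each chromosome arm, in DMSO libraries (light points) and in Tg libraries (dark points), with the range of 1000 random gene sets of the same size in grey. The 8 arms named in the text lie outside the grey range in both treatments. In DMSO libraries, 22 of the 41 arms lie outside it, the others of them with smaller shifts.

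In this comparison, 3979 genes were higher and 3807 lower in KO (56.5%), 181 and 435 of them by at least 2-fold. Of the 32 lists, camera called 12 up and 6 down for Tg in WT, 9 and 3 for Tg in KO, 9 and 6 for the interaction and 1 and 3 for KO against WT. With an estimated correlation, 11 and 3, 6 and 2, 9 and 4, and 1 and 1 held, the calls lost being those given with that p. The size of a list p-value depends on the preset correlation too. With an estimated one, the camera adjusted p went from 2.072e-125 to 1.039e-06 for ATF6-linked genes in WT. For XBP1s-linked genes in the interaction it went from 2.341e-128 to 2.539e-06. Median, mean and test differed in sign only in lists without a call (2, 3, 4 and 2 lists in the 4 comparisons). The down calls for Tg in WT and for the interaction include the RIDD panel, the RIDDLE panel and the further targets, which are not independent evidence.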

Values the study reported

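The study counted 54 mRNAs as possible substrates of decay by IRE1α, those whose loss of RNA under ER stress depended on IRE1α and came to 1.4-fold or more while nascent RNA showed no matching drop. Its motif search placed 30 of them in the class with a stem-loop endomotif (22 with an exact loop and 8 with a variant of it) and the other 24 in the class without one. Among those 24, the paper describes 15 with loops too weak for its criteria and 9 with none. Its nascent-RNA data gave over 300 mRNAs whose transcription rose in a way that depended on IRE1α.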

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

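The results in this part were picked because the Tg effect differed between WT and KO by the interaction test. The tests on transcript length and GC content and on reads taken by a few ER genes were chosen only after the result was seen.

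Genes named for either Tg effect whose difference (log2, WT minus KO) was negative were, below −0.9, DGAT2 −2.42, BCAM −2.23, GDF15 −1.98, TGOLN2 −1.20, LURAP1L −1.08, WT1 −1.003, BMP4 −0.96, ERBB3 −0.95 and NES −0.95. From there to −0.6 they were SLC16A1 −0.85, TLR2 −0.80, PRICKLE2 −0.79, OAS2 −0.79, CD59 −0.79, LAMP3 −0.78, HIP1 −0.75, AIM2 −0.74, MFAP2 −0.70, METTL7A −0.69, TNFAIP8 −0.66, ALDH1A3 −0.65, SIX2 −0.62 and CFAP45 −0.61. Smaller negative differences were those of GPC1 −0.59, PDGFRB −0.58, SNN −0.58, PIGQ −0.56, CCDC69 −0.55, OASL −0.53, TNFAIP8L1 −0.52, SUOX −0.52, EGR1 −0.49, BLOC1S1 −0.49, DDX58 −0.46, THBS1 −0.46, MAP1LC3B −0.38, EPCAM −0.37, IFIT2 −0.34, KLF4 −0.34, ZEB2 −0.30, SARS −0.29, TRIB3 −0.29, BLOC1S2 −0.26, MMP14 −0.25, H1F0 −0.23, DDIT3 −0.23, NPC1 −0.22, HSP90B1 −0.22, BLOC1S5 −0.22 and CEBPG −0.19. Alternatives for the interaction were run only for genes named in it, so other calls of this part were not examined that way. Among those examined, the calls of ERBB3 and BLOC1S5 were lost without KO Tg replicate 2 and without WT DMSO replicate 3 (adjusted p = 0.1783 and 0.1248).

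Positive differences up to 0.5 were those of UHRF1 0.16, DNAJA1 0.17, HSPA8 0.17, MCM3 0.22, MCM4 0.24, KRT18 0.26, AXL 0.26, LDHA 0.26, PCNA 0.26, PDIA6 0.27, VEGFA 0.31, FADS2 0.33, GFPT1 0.34, EBP 0.35, SEL1L 0.36, PIGA 0.37, JUN 0.38, STARD4 0.39, HSPH1 0.39, PDIA4 0.40, BAG3 0.41, COPA 0.42, DUSP1 0.42, DNAJB11 0.44, EDN1 0.45, HSPA13 0.47 and E2F2 0.49. Above that stood RRM2 0.52, MSMO1 0.52, SEC63 0.52, KRT19 0.53, RPN1 0.53, BLOC1S3 0.55, LAMB3 0.57, ERP44 0.57, KRT34 0.59, PTGES 0.59, HYOU1 0.63, USO1 0.66, FBLN1 0.71, NSDHL 0.74, COPG1 0.74, NGFR 0.78, SEC11C 0.85, NR4A2 0.95, MAGT1 0.96, WIPI1 0.97, CLDN2 1.01, SSR2 1.04, SEC23B 1.07, SEC61A1 1.15, HERPUD1 1.26, SSR1 1.33, GMPPB 1.404, DERL3 1.43, SYVN1 1.45, SEC24D 1.89, DNAJB9 2.55 and HID1 3.49. NGFR, E2F2, CLDN2, EDN1, FBLN1 and PTGES fell in KO, and they fell in WT as well, by less.

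Lists that differed had median differences of −0.87 (RIDD panel), −0.65 (further targets), −0.62 (RIDDLE panel), −0.23 (interferon-stimulated genes), −0.15 (PERK-ATF4-CHOP), −0.10 (earlier RIDD substrates), 0.18 (S phase), 0.22 (heat shock), 0.23 (cholesterol), 0.23 (N-linked glycosylation), 0.36 (ATF6-linked chaperones), 0.38 (ERAD), 0.56 (ER-Golgi transport), 0.63 (ER translocation) and 0.87 (XBP1s-linked genes). The RIDD panel, the RIDDLE panel and the further targets are, as above, not independent evidence. The calls for earlier RIDD substrates and interferon-stimulated genes were lost with an estimated correlation (adjusted p = 0.3386 and 0.1611), and the first also without genes of the study's panels (0.779), a test chosen after seeing the data. Of 100 splits of the libraries drawn from 200, the real one included, 3 called as many genes in the interaction as the real 3126, and the highest other split called 5356. These splits exchange libraries between genotypes that differ at baseline, which adds that difference to the spread or, as in the split with 5356, to the contrast, so the count does not exclude chance.

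The 158 protein-coding genes that fell in WT and, by their estimates, fell less or not in KO were weighed as 1 pattern. Of these, 142 passed the interaction test, and the tests below took all 158. Reads taken by a few ER genes in Tg libraries would move all genes of a library alike, and with library size in place of TMM the median difference of all tested genes was −0.055 (SD 0.316), above the −0.5 that each of the 158 reached. For transcript length and GC content, a smooth trend on both was removed. The median then went from −0.64 to −0.63 (quartiles −0.76 to −0.52), so the trend took little from the typical difference. A share of 0.778 (123 of 158) stayed at −0.5 or below, which missed the bound first set for arguing against this source. The bound on the upper quartile, which was met, was added after the first value was seen, so no exclusion is drawn from it. Cleavage at a CNGCAGN loop in a stem stays open for these genes. An exact loop closed by at least 4 pairs in a row was sought in the longest coding transcript of each gene. It was found in 33 of 158 (20.9%) against a median of 17.1% in matched lists (95% range 12.03% to 22.78%, percentile 87.77, one-sided permutation p = 0.122), and in 5 of 8 RIDD and 1 of 9 RIDDLE mRNAs. The study's search also accepts variant loops, so the search used here can miss sites that the study counts. Indirect effects of IRE1α on transcription were not tested here, so that decay may account for part of the 158 only.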

How the results depend on the processing

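All alternatives were planned except the replicate block and the lists without shared members, which were added after the data were seen. Of 540 gene results, 511 kept direction and call under every alternative, and of 128 list results 51 did. Fry, which does not compare a list with other genes, made 54 of the 62 list settings that newly passed. Outside the fold thresholds, genes called ranged from 9029 to 10401 for Tg in WT, 8912 to 10268 for Tg in KO, 2621 to 3852 for the interaction and 7036 to 8663 for KO against WT. A threshold of 1.4-fold or 2-fold left 3886 or 1179, 3609 or 1004, 816 or 159, and 2277 or 616 genes in the same order, fewer by construction. Decay candidates numbered 13 at a difference of at least 1, by construction, and 143 to 191 when a library was left out. The correlation between the Tg effects was 0.899 over genes with a mean of at least 10 CPM, 0.8751 with voomWithQualityWeights, and 0.861 to 0.8755 when a library was left out, and the cause was not tested. Lists called with fry were 30 for Tg in WT, 28 for Tg in KO and 24 for KO against WT, and 2 with an estimated correlation for KO against WT.

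Every result that reversed was uncalled to begin with, except earlier RIDD substrates in the interaction without shared members (last paragraph), and the cause was not tested. For lists, reversed refers to the direction given by the test, not to the median. In KO with library size only, the Tg effect was −0.0147 for PIGQ, −0.0498 for DGAT2 and −0.0109 for GPC1, and without a filter −0.00538 for DGAT2. Leaving out a library gave −0.0846 to 0.0065 for BLOC1S1 and −0.0251 to 0.0767 for DGAT2 in KO, and −0.139 to 0.0272 for SCARA3 in the interaction, which was 0.00118 with voomWithQualityWeights. The other reversals were list tests, as adjusted p. For Tg in WT they were interferon-stimulated genes (0.928 with fry) and hypoxia genes (0.1956 with fry, 0.9191 to 0.9956 when a library was left out). For Tg in KO they were the study's further targets (0.6189 with fry, 0.989 with library size only, 0.9556 to 0.999 when a library was left out), histone genes (0.9083 to 0.991) and endothelial or fibroblast markers (0.9368 to 0.991). For the interaction they were G2 and M phase genes (0.9073 with library size only, 0.6517 to 0.9806 when a library was left out), inflammatory genes (0.3993 to 0.8422), ribosomal protein genes (0.110 to 0.9461) and mitochondrially encoded genes (0.07295 to 0.9887). For KO against WT they were ribosomal protein genes (0.7853 with fry, 0.5768 to 0.9588 when a library was left out).

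Of the gene results, 23 lost a call under at least 1 alternative and 1 gained it. Calls in KO were lost for CD59 (adjusted p = 0.0819 without KO Tg replicate 3), SUOX (0.0852 without KO Tg replicate 3) and BCAM (0.0503 to 0.135 over filterByExpr, the DESeq2 Wald test and leaving out KO DMSO replicate 3), all with effects of −0.07 to −0.21 there. ALDH1A3 gained a call in KO (0.00992 with library size only, 0.0188 without KO Tg replicate 2). List calls also lost with library size only were autophagy for Tg in WT (0.0609) and ER-Golgi transport for Tg in KO (0.0836). Leaving out WT DMSO replicate 2 ended the call of earlier RIDD substrates in the interaction (0.0731), KO DMSO replicate 2 that of luminal markers in KO against WT (0.0577), and KO Tg replicate 1 that of ER-Golgi transport in KO (0.0701). List calls gained outside fry and the alternatives of the last paragraphs were those of immediate early genes in the interaction (0.0463 with library size only, 0.0292 without WT DMSO replicate 2), ribosomal protein genes for Tg in WT (0.0261 without WT DMSO replicate 2), and mitochondrially encoded genes (0.00875 without KO DMSO replicate 1) and mesenchymal markers (0.0432 without WT DMSO replicate 1) in KO against WT. Depth sets the floor for genes without counts: 3 counts over the KO DMSO group were 0.0228 CPM, and folds for genes absent there are lower bounds.

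With the place in the order of deposit as a replicate block, 9699, 9658, 3336 and 7806 genes were called in the 4 comparisons. Whether libraries of the same place came from 1 experiment is not stated in the labels. Their deviations from the group means had a correlation over 0.1 in 3 of 18 pairs (−0.117 to 0.23), and 6 of 12 libraries correlated best with 1 of their own number. How many would do so by chance was not tested, so these values neither show nor exclude a pairing. The block gained list calls for mitochondrially encoded genes for Tg in WT (adjusted p = 0.0478) and in KO against WT (0.0285), reversed the uncalled further targets for Tg in KO (0.9944), and ended 1 other call, that of HIST1H2AC for Tg in KO (0.0569).

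Without genes of the study's panels, the direction that camera gave for earlier RIDD substrates reversed for Tg in WT (adjusted p = 0.8338), for Tg in KO (0.8997) and in the interaction, where the call was lost (0.779). Their medians stayed below 0 there (−0.35, −0.24 and −0.04), with 4 up and 7 down of 12 in WT and 3 up and 6 down in KO. The list gained a call in KO against WT (0.0241, but 0.3297 with an estimated correlation). For interferon-stimulated genes the direction reversed for Tg in WT (0.8363). Without XBP1s-linked genes, the call of ER-Golgi transport for Tg in KO was lost (0.092), and the ATF6-linked, ERAD, N-linked glycosylation and ER translocation lists kept every call.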

Other observations

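The test of depth for genes silent in KO and that of arms in 2 parts were chosen only after the result was seen.

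Gene groups that the comparisons above leave aside mostly moved in both directions. The pro-angiogenic factor VEGFA rose with Tg (1.95 in WT, 1.65 in KO) while adrenomedullin, ADM, fell (−1.90 and −1.80), and the hypoxia and glycolysis list was 6 up and 11 down of 22 in WT and 5 up and 12 down in KO. Matrix genes were 17 up and 12 down of 31 in WT (13 down adjusted over the list alone), with LAMB3 at 1.23, THBS1 at −1.48 and TIMP2 at −1.09, and 13 up and 11 down in KO. Apoptosis regulators were 10 up and 7 down of 24 in WT and 9 up and 10 down in KO, led by the death receptor TNFRSF10B (1.35 and 1.30) and MCL1 (0.65 and 0.63). Fatty acid genes were 10 up and 8 down of 19 in WT and 8 up and 6 down in KO, with LPIN2 at 0.69 and PNPLA3 at −1.74 in WT. GPI-anchor genes were 9 up and 10 down of 27 in WT and 8 up and 8 down in KO, PIGA rising by 1.94 and 1.57. BORC and BLOC-1 genes were 4 up and 3 down of 9 in WT and 3 up and 0 down in KO. Interferon-stimulated genes were 10 up and 10 down of 25 in WT and 14 up and 6 down in KO, with XAF1 at 1.63 and 1.73 and OAS3 at −1.16 in both. None of these lists was called for Tg in either genotype (camera adjusted p between 0.182 and 0.9666).

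Ribosomal protein genes were 36 up and 2 down of 62 in WT and 36 up and 1 down in KO (34 and 1 adjusted over the list alone), and 8 up and 8 down in KO against WT (4 and 8 adjusted over the list alone). Mitochondrially encoded genes were 12 up of 13 in WT (13 adjusted over the list alone), 9 in KO and 6 higher in KO against WT, with COX1 at 0.47, 0.38 and 0.60. Of cell type markers, luminal genes were 2 up and 3 down of 8 in WT (1 and 3 adjusted over the list alone) and 1 up and 4 down in KO, mesenchymal genes 7 up and 4 down of 13 and 8 up and 4 down (KRT17 2.90 and 3.26), endothelial or fibroblast genes 1 up and 1 down of 3 and 2 up and 1 down, and the 1 leukocyte marker tested, CSF1R, fell in both (−1.84 and −1.72). None of these lists was called for Tg. Earlier RIDD substrates were 4 up and 11 down of 16 in WT (adjusted p = 0.1897) and 3 and 8 in KO (0.8064), and in KO the RIDDLE panel was 2 up and 5 down of 9 (0.7761) and the further targets 1 and 1 of 5 (0.99).

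Lists without a call in the interaction, in the order higher and lower in WT, were autophagy (2 and 6 of 26, 3 and 7 adjusted over the list alone, adjusted p = 0.3641), inflammatory (3 and 2 of 19, 0.7274, with IL11 lower), immediate early (7 and 2 of 18, 0.05767), G2 and M phase (4 and 1 of 26, 0.779), tRNA synthetase (3 and 1 of 20, 0.779), matrix (10 and 7 of 31, 10 and 9 adjusted over the list alone, 0.2947), hypoxia (6 and 1 of 22, 7 and 1 adjusted over the list alone, 0.2337), fatty acid (2 and 3 of 19, 0.7274), apoptosis (3 and 4 of 24, 0.7274), GPI-anchor (2 and 3 of 27, 0.2538), BORC and BLOC-1 (1 and 3 of 9, 1 and 4 adjusted over the list alone, 0.296), luminal (2 and 2 of 8, 3 and 2 adjusted over the list alone, 0.6925) and mesenchymal genes (2 and 2 of 13, 0.7274). Camera gave 0.6807 for ribosomal protein and 0.5872 for mitochondrially encoded genes. XBP1 mRNA in total rose by 1.71 in WT and by 2.06 in KO (difference −0.35, edgeR adjusted p = 1.883e-05).

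In KO against WT in DMSO, lists without a call had, higher and lower, autophagy 11 and 2 (adjusted p = 0.07796), RIDDLE 6 and 2 (6 and 3 adjusted over the list alone, 0.07796), GPI-anchor 4 and 13 (0.07796), earlier RIDD substrates 5 and 8 (0.121, ITGB2 −3.61), ER translocation 5 and 10 (0.2476), S phase 8 and 13 (0.259), further targets 1 and 3 (0.272), G2 and M phase 11 and 2 (0.2813), ER-Golgi 18 and 10 (0.2908), inflammatory 5 and 6 (0.3498, IL11 −2.05), immediate early 10 and 3 (0.3498), ERAD 7 and 7 (0.6673), matrix 9 and 14 (0.6673, MMP14 0.82), PERK-ATF4-CHOP 7 and 13 (8 and 13 adjusted over the list alone, 0.6991), RIDD panel 3 and 2 (0.7685), fatty acid 12 and 7 (0.7685, FASN −0.73, DGAT2 1.17), apoptosis 6 and 8 (0.7685, PMAIP1 −1.10), interferon-stimulated 6 and 11 (6 and 12 adjusted over the list alone, 0.7685), BORC and BLOC-1 4 and 1 (0.7685), N-linked glycosylation 6 and 12 (0.814), hypoxia 5 and 8 (0.814, NDRG1 1.18), tRNA synthetases 4 and 4 (0.814) and heat shock 4 and 4 (0.9378). Endothelial or fibroblast markers were 2 higher and 0 lower of 3 (0.2081, KDR 1.09), and the leukocyte marker CSF1R was higher (0.80).

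A group of 21 genes had at least 1 CPM in WT and at most 3 counts over the 6 KO libraries, and no gene showed the reverse. They include RAB9A, CDH11, ATP10A, RGS7, EMB, GPC6, SLAMF7, ROBO1 and DAPK1, picked after their values were seen. Lower depth in KO is excluded, since the median of these genes at their WT level would be 340 counts over the 3 KO DMSO libraries and the lowest 153. Deletions that span neighbouring genes stay open: the nearest tested gene was lowered by at least 1 log2, or absent, for a share of 0.238 (5 of 21) against 0.022 of 2000 random genes, among them PARP8 beside EMB (−3.69) and TRAPPC2 beside RAB9A (−1.30). These 5 neighbours were lowered, from −1.06 (CREB5 beside CPVL) to −3.69, and none of them is itself among the 21 silent genes. The number of KO clones behind these libraries is not stated, and loss of IRE1α cannot be told apart from the history of a clone here, so these silences may not depend on IRE1α at all.

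Shifts shared along chromosome arms may reflect copy number differences between the lines. This hypothesis was examined on the expression data alone, as no DNA was measured. The 8 arms that met the bounds set for it held 1586 of the 7786 genes called in KO against WT, while arms accounted for 5.31% of the variance of these differences. Any stable regional difference between the lines would meet these bounds, so they cannot favour copy number over another cause. A trend with GC content is argued against, since these arms kept a median share of 1.02 of their shift once such a trend was removed. ERN1 lies on 17q, whose median was −0.24, and its own difference was −0.21, so its lower level in KO is no larger than that of its arm. Only 4 of the 8 arms (18p, 21q, 3q and 18q) were past the bound of 0.15 in both parts by gene order, and on chromosome 14 the 117 genes between 20256558 and 39432500, an area noticed while the arms were divided, had a median of 0.37 (100 higher, 0 lower) against 0.088 for the other 312 (137 higher, 58 lower).

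For Tg in WT, Tg in KO and KO against WT, 3 libraries against 3 make 10 splits, too few for a share under 0.05. The real splits called 9645, 9588 and 7786 genes, the number of splits with as many was 1 in each, and the highest other split called 0 genes in each (edgeR, at an adjusted p under 0.05).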
